A study of Sus scrofa with 6 samples. Its data were reported in "Mesenchymal stromal cells mitigate liver damage after extended resection in the pig by modulating thrombospondin-1/TGF-β" (2021).

How the data were processed

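Gene expression was measured in liver tissue of pigs after extended partial hepatectomy with Affymetrix Porcine Gene 1.0 ST arrays, 3 arrays from animals given vehicle (control) and 3 from animals given mesenchymal stromal cells (MSC). The methods state that the 3 arrays of a group come from different animals, and the labels do not name the animals. The authors prepared biotinylated cDNA from total RNA with the WT PLUS protocol and summarized the probe signals per transcript cluster with RMA (background correction, quantile normalization and median polish) in Affymetrix Expression Console 1.4. The deposited values are on the log2 scale, and they were used without further normalization. For its own gene analysis the study ran RMA on the raw data in R, organ by organ and with another probe annotation; for the deposited table, whether the 6 liver arrays were normalized alone is not given in the sources used here. A workbook deposited with the arrays gave the annotation of the clusters, and its 6 signal columns carry names that match no sample label and were not used. Pig lung arrays of the same study were not used here.

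The value table holds 27558 probe sets, all of them found in the annotation. Tested were 25385 clusters, 19124 of category main and 6261 of category rescue, and 2173 control, normalization, reporter and ribosomal RNA probe sets were left out. Of the tested clusters 11271 carried 1 gene symbol, 211 several and 13903 none. Symbols were taken from the annotation (7174 clusters), updated through a synonym in current gene tables (236), found through the gene ID in a provisional symbol (3132), a RefSeq transcript (43) or an Ensembl gene (323), or kept as written where the tables lack them (363, the entry TDO among them). This matching was widened after the first values had been seen, so that more list members could be found. Together 10248 genes were named, and 934 symbols had more than 1 cluster. For a gene with several clusters the one with the highest mean over the 6 arrays was used, and no named gene had another cluster past the threshold in the opposite direction. The 6 values of 496 clusters repeat those of another cluster, and 3402 clusters are marked as prone to cross-hybridization. Biotypes came from Ensembl gene names in the annotation. The genome build of the positions is not given in the sources used here, so chromosomes are given without positions.

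MSC was compared with control by limma (lmFit and eBayes with default settings, 4 residual and 3.80 prior degrees of freedom), with the difference as MSC minus control in log2. The main threshold is that of the study, an unadjusted p under 0.05 and an absolute log2 difference of at least 0.5. Benjamini-Hochberg adjustment covered all tested clusters. The methods' t-test (equal variances, p under 0.05 and more than 2-fold) was run on the same values. Intervals are 95% intervals of the difference from limma. Gene lists were tested with camera on 1 cluster per gene with a preset correlation of 0.01, two-sided, adjusted over all 41 lists with at least 5 measured members, and beside it with a correlation estimated per list and with fry. The p-values of single clusters measure the spread between arrays. Those of camera with the preset correlation compare the genes of a list with the other genes and do not measure that spread.

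The samples' groups, comparisons, thresholds, 41 gene lists and the rule for named genes were fixed before the data were examined, with the study's text known. THBS1 and CD36 were singled out by the study on these arrays, and the values of GCLC and GCLM in a table of the study had been seen. From these and the lung arrays the study's network analysis also named FYN, GPC1 and LCP2. Its themes included FGF receptor signalling, focal adhesion and matrix, innate immunity and MHC class II, and its pathway analysis named TGF-beta and YAP1. The lists on these themes, pattern recognition receptors among them, are therefore not independent evidence. Named are the 12 genes with the largest rise and the 12 with the largest fall among genes past the threshold of the study whose MSC values all lie above or all below the control values, skipping provisional symbols. Named besides are 28 genes drawn from the study's other assays and network and from the receptors and signalling genes related to them, and of each list the up to 4 members with the smallest limma p, of which the text gives some. The lists cover thrombospondin and TGF-beta signalling, TGF-beta and YAP targets, junctions, mesenchymal, heparan sulfate, matrix and FGF genes, markers of 9 cell types beside hepatocytes and of stromal cells, hepatocyte functions, immune responses, stress responses, growth and ribosomal proteins.

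The calculations were tested on simulated data of 25385 clusters with 3 arrays per group. Simulated log2 differences of 0.5, 1 and 2 were called at the study's threshold in 47.8%, 100% and 100% of the changed clusters, after Benjamini-Hochberg adjustment in 0%, 82.1% and 98.5%, and by the methods' t-test in 0%, 50.7% and 100%. With no difference simulated, 331 clusters passed the study's threshold and 0 passed after adjustment. Of 5 lists shifted by 0.3 all 5 were called, and 0 lists were called with no shift. The simulated genes were independent, with the spreads moderated by limma, whereas the correlation estimated in these data reached 0.734 in the interferon list. The shares and the counts of 0 therefore check the calculations and do not measure recovery or false calls in these data.

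Alternatives were a mean-variance trend, a robust prior, array weights, leaving out clusters of low signal (mean under the median of the tested clusters), repeated quantile normalization, centring arrays on their medians, 1 cluster per gene, a block by replicate number, other thresholds, other tests and leaving out each array in turn. Counting clusters of category main only, counting repeated values once, and leaving out small nucleolar and small nuclear RNA were alternatives chosen after seeing the data. The background level of 8.18 is the 95th percentile of the means of 23 antigenomic probe sets. Medians of probe set classes carry bootstrap intervals from 10000 draws, and ranges of marker lists were compared with 100000 permutations of genes among the lists. R 4.3.3 with limma 3.58.1 made the fits, and Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and matplotlib 3.10.9 the tables and figures.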

Results

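Liver tissue was sampled from pigs after extended partial hepatectomy, the removal of a large part of the liver. Total RNA from 3 animals given vehicle (control) and 3 animals given porcine bone marrow mesenchymal stromal cells (MSC) was hybridized to 6 arrays, 1 per animal by the methods. By the methods the cells had been differentiated in culture into hepatocyte-like cells before the infusion. The arrays are named here control 1 to 3 and MSC 1 to 3. The deposited value of each transcript cluster, the array's unit of measurement for a gene or part of one, is an RMA signal on the log2 scale. The median signal of the 25385 tested clusters lay between 6.51 and 6.59 on the 6 arrays, and 5627 clusters (22.2%) had a mean above 8.18, the background level taken from the antigenomic probe sets. The number of arrays limits the precision.

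The comparison of MSC with control asks which liver transcripts differ after the cell treatment. The chemokine CXCL12 rose 2.06-fold, from 8.83 ± 0.28 to 9.87 ± 0.23 (log2 signal, mean ± SD, n = 3 arrays per group), and the chemokine CXCL14 fell from 9.45 ± 0.32 to 8.43 ± 0.23. The lipase LPL, which releases fatty acids from circulating lipoproteins, fell from 8.19 ± 0.95, at the background level, to 6.37 ± 0.63, below it. The fetal plasma protein AFP rose from 4.17 ± 0.16 to 5.71 ± 1.00, with both means below the background level. As sets of genes the matrix and mesenchymal lists were lower and the hepatocyte plasma protein and interferon lists higher with a preset correlation, and with an estimated correlation none of these 4 passed (adjusted p = 0.623 for each). The interferon list did not pass without MSC 3 (adjusted p = 0.0835), nor did the matrix list (adjusted p = 0.0849) or the plasma protein list (adjusted p = 0.222) without control 3. In this text rose, fell and changed for a gene mean past the threshold of the study, an unadjusted limma p under 0.05 with an absolute log2 difference of at least 0.5, and for a list an adjusted p under 0.05 by camera with its preset correlation. The background level is a strict one, taken from the upper end of the 23 antigenomic probe sets. Their median signal was 3.98 ± 0.12 in control and 3.92 ± 0.14 in MSC. A group mean below the level may therefore still hold signal above background, which was not tested cluster by cluster, and the size of the difference is uncertain.

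Past that threshold were 692 of 25385 clusters, 314 higher and 378 lower in MSC, a balance that turned with median centring (384 higher, 305 lower), without clusters of low signal (210 and 188), with the fit on 1 cluster per gene (157 and 109) and, in an alternative chosen after seeing the data, without small nucleolar and small nuclear RNA (307 and 262). An unadjusted p under 0.05 was met by 1662 clusters, against 1269 by chance. After Benjamini-Hochberg adjustment limma called 0 clusters (lowest adjusted p = 0.176). The methods' t-test with a difference of more than 2-fold called 32 clusters, 13 higher and 19 lower, and 0 after adjustment (lowest adjusted p = 0.674). With 1 cluster per gene, 158 of 10248 genes rose and 110 fell. All MSC values lay above all control values in 1432 clusters and below in 1514, together 11.6% of the clusters against 10% by chance. The count of 692 became 2215 without control 1, 1240 without MSC 2 and 445 without control 2, and the count of 32 became 144, 68 and 20 in the same order and 21 without MSC 1. Without MSC 1 limma called 1 cluster after adjustment (adjusted p = 0.0482). Every gene call in this text is unadjusted for the number of clusters, and the p-values measure the spread between single arrays of different animals.

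The 12 largest rises among genes past the threshold with no overlap between groups held other secreted and hepatocyte genes besides AFP. The entry named TDO in the annotation, tryptophan 2,3-dioxygenase, rose by 1.32 on the log2 scale (95% interval 0.40 to 2.23). The steroid enzyme HSD3B1 rose by 1.30, the agmatinase gene AGMAT by 1.05 and the secreted glycoprotein LRG1 by 1.03. MS4A7, a gene of macrophages, rose by 1.13 and the cytokine receptor gene IL20RA by 1.11. UNC5D rose by 1.26, SPRY3 by 1.07, NT5DC1 by 1.08 and ADGRG7 by 1.05. NT5DC1 did not pass without MSC 1 (1.15), MSC 2 (1.00) or MSC 3 (1.10) or with array weights, and ADGRG7 did not pass without MSC 1 (0.97) or MSC 3 (0.89). The size also rested on single arrays for NT5DC1 (0.53 without control 1), ADGRG7 (0.61 without control 2) and TDO (0.85 without MSC 3), where the threshold was passed. The other 10, AFP and CXCL12 included, passed without each array in turn. Both group means of AFP, UNC5D, MS4A7, IL20RA, NT5DC1, SPRY3 and ADGRG7 and the control means of HSD3B1 and AGMAT lay below the background level.

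The 12 largest falls by the same rule included, beside LPL and CXCL14, the vitamin B12 binding protein TCN1, with a log2 difference of -1.79 (95% interval -3.10 to -0.47). The hormone gene STC1 fell from 8.09 ± 0.20 to 6.98 ± 0.36 (n = 3 arrays per group) and the interleukin 33 receptor gene IL1RL1 from 5.69 ± 0.25 to 4.66 ± 0.30. The chloride channel of bile duct cells, CFTR, fell by 0.94, the serotonin receptor gene HTR2A by 0.91 and TNFAIP6, a hyaluronan-binding protein of inflammation, by 0.96. The small nucleolar RNAs SNORA2C, SNORA30 and SNORA68 fell by 1.26, 1.13 and 1.10. TNFAIP6 did not pass without control 3, MSC 1 or MSC 2 (between -1.01 and -0.86), and TGFB3 did not pass without control 2 (-0.84), control 3 (-0.91) or MSC 3 (-0.75). TNFAIP6 was at -0.54 without control 2 and TCN1 at -1.18 without MSC 2, both still past the threshold. The other 10 passed without each array in turn. Both group means of TCN1, STC1, TGFB3, IL1RL1, TNFAIP6 and HTR2A and the MSC means of LPL and CFTR lay below the background level.

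A further list, called study genes here, was drawn up around the assays and network of the study and the receptors and signalling genes related to them. Of its 28 genes 21 were matched to a cluster by symbol. The unmatched genes were YAP1, CDH1, VIM, PF4, PDGFA, PDGFB and GP1BA, which may be among the clusters without a single symbol. CD36, a receptor of thrombospondin, fell from 8.33 ± 0.76 to 7.29 ± 0.51 (n = 3 arrays per group), a log2 difference of -1.04 (95% interval -1.95 to -0.14). TGFB3 fell from 7.83 ± 0.59 to 6.79 ± 0.50. Thrombospondin 1, THBS1 (transcript cluster 15195370 on chromosome 1), had a mean 2.10-fold lower in MSC, 10.40 ± 0.70 against 11.46 ± 0.92, and did not pass the threshold (log2 difference -1.07, 95% interval -2.20 to 0.07, adjusted p = 0.757). It passed without control 1 (-1.60) or MSC 2 (-1.43), with array weights (-1.47) and with the replicate number as a block, and was at -0.73 without MSC 3. CD36 did not pass without control 2 (-0.61), MSC 2 (-0.91) or MSC 3 (-0.88). For the other genes the range with 1 array left out is given beside the difference. It was -0.27 for TGFB1 (95% interval -1.18 to 0.64), from -0.75 without control 1 to 0.05 without control 2, and -0.36 for TGFB2, from -0.57 without control 1 to -0.21 without MSC 1. SMAD2 differed by 0.02 (-0.11 without control 1 to 0.10 without control 2), SMAD3 by 0.005 (-0.28 without control 1 to 0.16 without control 3) and SMAD7 by -0.24 (-0.50 without control 1 to -0.07 without control 3). TGFBR1 differed by -0.25 (-0.45 without MSC 1 to -0.05 without control 2), TGFBR2 by -0.07 (-0.28 without control 1 to 0.09 without control 2) and CD47 by 0.05 (-0.01 without MSC 3 to 0.15 without control 3). With repeated quantile normalization SMAD2, SMAD3 and CD47 turned negative. Antithrombin III, SERPINC1, averaged 10.93 ± 0.37 in control and 11.42 ± 0.20 in MSC, a difference of 0.49 (0.37 without control 2 to 0.71 without control 1) that passed with array weights (0.64) and with median centring (0.53). Of the junction and cytoskeleton genes CDH2 differed by 0.39 (0.27 without control 2 to 0.55 without MSC 2), TJP1 by -0.04 (-0.17 without control 1 to 0.11 without control 3), ACTA2 by -0.34 (-0.53 without MSC 2 to -0.17 without MSC 3) and VCL by -0.28 (-0.44 without control 1 to -0.17 without control 3). The difference was -0.40 for PECAM1 (-0.80 without control 1 to -0.19 without control 2, and -0.65 with array weights), -0.33 for FYN (-0.60 without control 1 to -0.13 without control 2) and -0.22 for GPC1 (-0.28 without control 2 to -0.17 without control 3), whose groups did not overlap. It was 0.11 for LCP2 (-0.25 without control 1 to 0.32 without control 2) and 0.20 for F2 (0.05 without control 2 to 0.44 without control 1). Past the threshold were PECAM1 with array weights, TGFB1, TGFB2, SMAD7, SERPINC1, PECAM1 and FYN without control 1, and SERPINC1 (0.61), CDH2 and ACTA2 without MSC 2. Both group means of TGFB2, TGFB3, TGFBR1, SMAD3, SMAD7, GPC1 and FYN, the MSC means of CD36 and TGFB1 and the control mean of LCP2 lay below the background level. Adjusted over the list alone 0 of the 21 genes passed (lowest adjusted p = 0.261), against 2 by the unadjusted threshold. That count of 2 became 9 without control 1, 5 without MSC 2, 1 without control 3 and 0 without control 2 or MSC 3, and it was 5 with array weights. The study singled out THBS1 and CD36 on these arrays, and its network from them placed FYN, GPC1 and LCP2 centrally too. The values of these genes here are therefore not independent evidence.

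**Figure D1:**
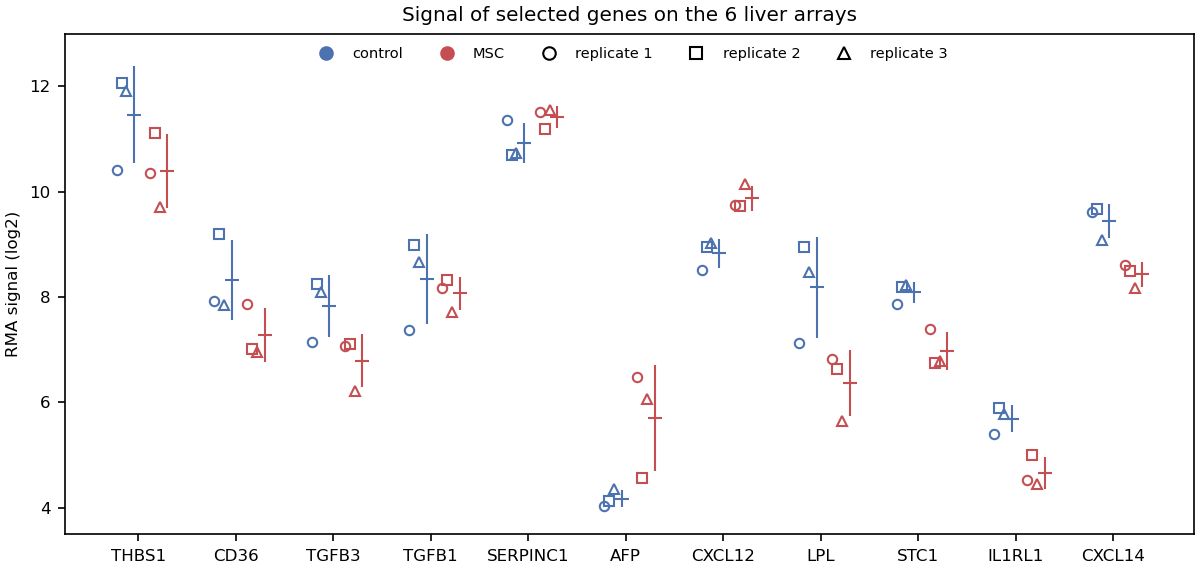
RMA signal (log2) of 11 genes on the 6 liver arrays, control in blue and MSC in red, with circle, square and triangle for replicates 1, 2 and 3; the horizontal mark is the mean and the bar the SD of the 3 arrays. CXCL12 lies at 8.83 ± 0.28 in control and 9.87 ± 0.23 in MSC, and control 1 lies nearest to the MSC arrays among the control arrays for LPL (7.12) and TGFB3 (7.16).

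Across 41 gene lists, 11 were higher and 12 lower past an adjusted p under 0.05 with the preset correlation of 0.01, and 25 had an unadjusted p under 0.05. With a correlation estimated per list 0 of the 41 passed (lowest adjusted p = 0.623), and by fry, which asks whether the genes of a list move together one way, 0 passed (lowest adjusted p = 0.686). The adjustment gave the same value of 0.623 to many lists, whose unadjusted p differed. The count of 23 became 8 without control 3, 13 without control 2 and 16 without MSC 3, and it was 25 without control 1 or MSC 2. Adjusted over the list alone, members passed in 3 lists, the macrophage, stromal cell marker and cytokine lists, and over all clusters 0 did. Control 1 stood with or beyond the MSC arrays in many lists, and its mean signal is given for several of them.

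Lists of extracellular matrix and mesenchymal genes were lower in MSC with the preset correlation. The arrays measured whole liver tissue, so list differences do not tell a change within cells from a different share of cell types. All 19 measured mesenchymal markers had a negative difference (median -0.33, adjusted p = 7.53e-05, and adjusted p = 0.623 with an estimated correlation). Among them COL6A3 (-0.80) and the fibroblast protease gene FAP (-0.66) fell, and 17 did not pass. COL6A3 did not pass without control 2 (-0.73), control 3 (-0.57) or MSC 1 (-0.73), nor FAP without control 2 (-0.58), control 3 (-0.47), MSC 1 (-0.67) or MSC 3 (-0.56). The list's mean signal was 9.05, 9.82 and 9.75 on control 1, 2 and 3 and 9.03, 9.34 and 9.10 on MSC 1, 2 and 3. In the list of extracellular matrix, laminins and integrins 17 of 19 members were negative (median -0.23, adjusted p = 0.0020, and adjusted p = 0.623 with an estimated correlation), and 2 fell, among them the basement membrane collagen COL4A2 (-0.54), which did not pass without MSC 1 (-0.42) or MSC 3 (-0.48). In the list of thrombospondin and TGF-beta signalling components 14 of 20 were negative (median -0.16, adjusted p = 0.0128, and adjusted p = 0.623 with an estimated correlation), with CD36 and TGFB3 past the threshold. Of the TGF-beta target genes 15 of 19 were negative (median -0.26, adjusted p = 0.0128, and adjusted p = 0.623 with an estimated correlation). PMEPA1 (-0.45) and COL5A1 (-0.41) did not pass, except PMEPA1 without control 1 (-0.54) or MSC 2 (-0.54) and COL5A1 without MSC 2 (-0.50). COL5A1 was at -0.26 without MSC 1. The cell cycle inhibitor CDKN1A rose by 0.58 against the list, which it did not without control 2 (0.50) or MSC 3 (0.38). In FGF receptor signalling 16 of 21 were negative (median -0.16, adjusted p = 0.0147, and adjusted p = 0.623 with an estimated correlation), and FGF7, a growth factor made by stromal cells, fell by 1.10 without each array in turn as well. Unadjusted, the FGF list had p = 0.0343 by camera with an estimated correlation and p = 0.0325 by fry, and its array means did not overlap between groups. The matrix list did not pass without control 3 (adjusted p = 0.0849), nor did the FGF list (adjusted p = 0.0658), and the thrombospondin and target lists did not pass without control 2 (adjusted p = 0.171 for each) or control 3 (adjusted p = 0.123 for each). Over the 18 alternatives the adjusted p of the mesenchymal list ran from 4.56e-09 to 0.686, and its highest value came from fry. On control 1 the mean signal of the thrombospondin list was 7.33, below 7.48, 7.52 and 7.34 on the MSC arrays, and that of the target list was 8.96, below 9.06, 9.33 and 9.07. Below the background level lay both group means of COL4A2, PMEPA1, COL5A1 and TGFB3, the MSC means of FGF7 and CD36 and the control mean of CDKN1A. Above it were 14 of 19 mesenchymal, 14 of 19 matrix, 7 of 20 thrombospondin, 13 of 19 target and 3 of 21 FGF list members. Of the 19 targets 9, and of the 19 mesenchymal markers 8, stand in another list too, so these lists are not separate evidence. The thrombospondin list holds THBS1 and CD36, which the study chose on these arrays. The FGF, matrix and TGF-beta target lists cover themes that the study named from these arrays, so they are not independent evidence either.

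Marker lists of cells other than hepatocytes were lower for 5 cell types. All 13 endothelial markers were negative (median -0.23, adjusted p = 0.0037, and adjusted p = 0.623 with an estimated correlation). VWF fell by 0.71 and did so without each array in turn, whereas FLT1 (-0.53) did not pass without control 2 (-0.46), control 3 (-0.45), MSC 1 (-0.48) or MSC 3 (-0.50) or with median centring (-0.49). Of the stellate cell and fibroblast markers 13 of 16 were negative (median -0.32, adjusted p = 0.0227, and adjusted p = 0.623 with an estimated correlation), and RGS5, a gene of contractile perivascular cells, fell by 0.67 with every array left out in turn. Of the bile duct markers 7 of 9 were negative (median -0.38, adjusted p = 0.0154, and adjusted p = 0.623 with an estimated correlation). CFTR fell, EPCAM fell by 0.77 and the transcription factor ONECUT1 rose by 0.56. EPCAM did not pass without control 2 (-0.70), control 3 (-0.59), MSC 1 (-0.81) or MSC 3 (-0.54), nor ONECUT1 without control 2 (0.37), control 3 (0.55), MSC 1 (0.57) or MSC 3 (0.44). Of the erythroid markers 11 of 12 were negative (median -0.18, adjusted p = 0.0227, and adjusted p = 0.623 with an estimated correlation), with the haemoglobin chain HBB at -1.05, which passed only without control 1 (-1.29) or MSC 2 (-1.37), with array weights (-1.18) or with the replicate number as a block, and was at -0.56 without control 2 and -0.59 without MSC 3. Of the B and plasma cell markers 5 of 7 were negative with 0 past the threshold (median -0.18, adjusted p = 0.0412, and adjusted p = 0.623 with an estimated correlation). The endothelial list did not pass without control 2 (adjusted p = 0.0828) or control 3 (adjusted p = 0.0658). The stellate list did not pass without control 2, control 3 or MSC 3 (adjusted p = 0.105, 0.114 and 0.0824), nor did the bile duct list (adjusted p = 0.0814, 0.0955 and 0.0700) or the B cell list (adjusted p = 0.160, 0.110 and 0.168). The erythroid list did not pass without control 1, MSC 1 or MSC 3 (adjusted p = 0.359, 0.0621 and 0.0700) or with array weights (adjusted p = 0.252). Over the alternatives the adjusted p of the endothelial list ran from 7.34e-07 to 0.686. The mean signal of the endothelial list was 7.80 on control 1, 8.62 on control 2 and 8.47 on control 3, and 8.04, 8.16 and 7.86 on the MSC arrays. Above the background level were 7 of 13 endothelial, 10 of 16 stellate, 4 of 9 bile duct, 2 of 12 erythroid and 2 of 7 B cell markers, and 8 of the 16 stellate markers stand in another list too. Both group means of VWF and EPCAM and the MSC means of FLT1, RGS5 and CFTR lay below it.

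Of the 11 lists of hepatocyte function 6 were higher in MSC with the preset correlation and 5 did not pass (coagulation, gluconeogenesis, fatty acid oxidation, fatty acid synthesis and cholesterol). Of the secreted hepatocyte plasma proteins 25 of 30 were positive (median 0.22, adjusted p = 0.0037, and adjusted p = 0.623 with an estimated correlation), and 3 rose, among them thyroxine-binding globulin SERPINA7 (0.98) and the histidine-rich glycoprotein HRG (0.77). SERPINA7 did not pass without control 2 (0.62), MSC 1 (0.85) or MSC 3 (0.79), nor HRG without control 2 (0.53), control 3 (0.84), MSC 1 (0.52) or MSC 2 (0.79). The mean signal of the list was 10.82 on control 1, 10.14 on control 2 and 10.05 on control 3, and between 10.47 and 10.69 on the MSC arrays. In amino acid breakdown 18 of 23 were positive (median 0.29, adjusted p = 0.0094, and adjusted p = 0.623 with an estimated correlation), with the methionine enzyme MAT1A (1.04) and the leucine enzyme IVD (0.71) past the threshold. MAT1A did not pass without control 2 (0.65), control 3 (0.99), MSC 1 (0.94) or MSC 3 (0.98), nor IVD without control 2 (0.56) or MSC 3 (0.45). Of the drug metabolism enzymes 19 of 23 were positive (median 0.29, adjusted p = 0.0147, and adjusted p = 0.623 with an estimated correlation), and 3 rose, among them the glucuronosyltransferase UGT2B31 (0.68), which did not pass without control 2 (0.46), control 3 (0.61), MSC 1 (0.70) or MSC 3 (0.52) or with repeated quantile normalization (0.63). FMO5 fell by 0.50, which it did not without control 2 (-0.46), control 3 (-0.45) or MSC 1 (-0.36), with repeated quantile normalization (-0.44) or with median centring (-0.47). In bile acid synthesis and transport 12 of 19 were positive (median 0.18, adjusted p = 0.0384, and adjusted p = 0.651 with an estimated correlation), and the canalicular transporter ABCC2 rose by 0.64, which did not pass without control 2 (0.47), control 3 (0.58) or MSC 1 (0.60). In the urea cycle and ammonia handling 11 of 16 were positive (median 0.14, adjusted p = 0.0412, and adjusted p = 0.623 with an estimated correlation), with the aminotransferase GOT2 (0.54) past the threshold, except without control 2 (0.40), MSC 1 (0.52) or MSC 3 (0.44). Of the acute phase proteins 15 of 19 were positive (median 0.18, adjusted p = 0.0412, and adjusted p = 0.623 with an estimated correlation) and 0 rose, while the pentraxin PTX3 fell by 0.74, except without control 2 (-0.56) or MSC 1 (-0.54). Both group means of FMO5 and PTX3 and the control means of SERPINA7 and IVD lay below the background level. Above it were 27 of 30 plasma protein, 10 of 23 amino acid, 15 of 23 drug metabolism, 11 of 19 bile acid, 9 of 16 urea and 15 of 19 acute phase list members, and 5 of the acute phase members stand in another list.

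Several of these hepatocyte lists rested on single arrays. The plasma protein list did not pass without control 3 (adjusted p = 0.222), nor the amino acid list without control 2 (adjusted p = 0.262) or control 3 (adjusted p = 0.166). The drug metabolism list did not pass without control 2, control 3 or MSC 1 (adjusted p = 0.0668, 0.0793 and 0.290), nor the bile acid list without control 2, control 3 or MSC 3 (adjusted p = 0.472, 0.279 and 0.212). The urea list did not pass without control 2, control 3, MSC 1 or MSC 3 (adjusted p = 0.549, 0.123, 0.0534 and 0.0835), nor the acute phase list without control 3, MSC 1 or MSC 2 (adjusted p = 0.467, 0.263 and 0.0693). With every array centred on its median the bile acid, urea and acute phase lists did not pass (adjusted p = 0.0675, 0.0712 and 0.0577), and with quantile normalization repeated the bile acid and urea lists did not (adjusted p = 0.0717 and 0.0598), nor did they on ranks (adjusted p = 0.0590 for each). With clusters of low signal left out the amino acid, bile acid, urea and acute phase lists did not (adjusted p = 0.107, 0.253, 0.374 and 0.108). Over the alternatives the adjusted p of the amino acid list ran from 4.05e-09 to 0.689. On control 1 the mean signal of the amino acid list was 8.82, above 8.53, 8.35 and 8.53 on the MSC arrays, against 7.79 on control 2 and 7.91 on control 3. Control 1 lay above every MSC array too in the plasma protein, bile acid (8.62) and urea (9.05) lists.

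Immune genes moved in different directions. MHC class II presentation is a theme that the study named from these arrays, so its list is not independent evidence. All 24 interferon response genes were positive (median 0.47, adjusted p = 2.36e-05, and adjusted p = 0.623 with an estimated correlation). IFI44 (0.85) and CMPK2 (1.02), which are induced by interferon, rose. IFI44 did not pass without control 3 (0.63) or MSC 3 (0.51), nor CMPK2 without control 1 (1.08), control 2 (1.09), control 3 (0.91) or MSC 3 (0.47), with repeated quantile normalization (0.98) or without clusters of low signal. With the replicate number as a block neither passed. MSC 3 stood apart, with a mean of 9.70 over the list against 8.65 on MSC 1, 8.23 on MSC 2 and 8.31, 8.53 and 8.10 on the control arrays, and without it the list did not pass (adjusted p = 0.0835). Of the inflammatory cytokines and adhesion molecules 23 of 33 were negative (median -0.21, adjusted p = 0.0337, and adjusted p = 0.651 with an estimated correlation). Of the 33 members 4 fell and 1, CXCL12, rose. CXCL14 fell, as did the neutrophil chemokine CXCL8 (-1.05) and the lymphoid chemokine CCL21 (-1.32). CXCL8 did not pass without control 2 (-0.99), control 3 (-0.84) or MSC 3 (-0.70), nor CCL21 without control 2 (-1.17), control 3 (-1.04), MSC 1 (-0.90) or MSC 3 (-1.22). Adjusted over the list alone 2 passed, CXCL12 and CXCL14 (adjusted p = 0.0137 for each). Of the genes of MHC class II antigen presentation 11 of 14 were negative (median -0.27, adjusted p = 0.0415, and adjusted p = 0.651 with an estimated correlation), and SLA-DQA1 fell by 0.54 but passed only without control 1 (-0.79) among the arrays left out in turn, and was at -0.34 without control 2. Of the macrophage and Kupffer cell markers 12 of 20 were positive (median 0.13, adjusted p = 0.0437, and adjusted p = 0.623 with an estimated correlation). Of the 20 markers 4 rose and 1 fell. TIMD4, a receptor of resident macrophages, rose by 0.85 and MS4A7 by 1.13, in each case without every array in turn as well. Adjusted over the list alone 3 passed, TIMD4 and MS4A7 (adjusted p = 0.0217 for each) and CD14 (0.48, adjusted p = 0.0362). Without control 1 the macrophage list turned lower (adjusted p = 0.494), and it did not pass without MSC 1 (adjusted p = 0.0973), with median centring (adjusted p = 0.0756), with repeated quantile normalization (adjusted p = 0.145), without clusters of low signal (adjusted p = 0.288), with array weights (adjusted p = 0.553), on ranks (adjusted p = 0.139) or with the replicate number as a block (adjusted p = 0.0524). The cytokine list did not pass without control 2, control 3 or MSC 1 (adjusted p = 0.792, 0.335 and 0.0678), nor the MHC class II list without control 2, control 3 or MSC 2 (adjusted p = 0.876, 0.349 and 0.149). Over the alternatives the adjusted p of the interferon list ran from 2.67e-10 to 0.686. The mean signal of the macrophage list was 8.26 on control 1 and between 8.67 and 8.80 on the other 5 arrays, and control 1 also lay below every MSC array in the cytokine (6.79) and MHC class II (7.37) lists. Both group means of TIMD4, MS4A7 and CXCL8, the MSC mean of CCL21 and the control mean of CMPK2 lay below the background level, with 15 of 24 interferon, 10 of 33 cytokine, 4 of 14 MHC class II and 13 of 20 macrophage list members above it.

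The list of epithelial junctions and keratins was higher, with 18 of 22 members positive (median 0.17, adjusted p = 0.0088, and adjusted p = 0.623 with an estimated correlation). Plakoglobin, JUP, was at 0.38, or 0.22 without MSC 3, and did not pass, and EPCAM fell. The array means of this list were 8.98, 8.69 and 8.87 in control and 9.01, 8.99 and 9.04 in MSC, with no overlap between groups. Of the NRF2 and glutathione genes 18 of 22 were positive (median 0.16, adjusted p = 0.0151, and adjusted p = 0.623 with an estimated correlation). GCLC, a subunit of the enzyme that starts glutathione synthesis, rose by 0.53, except without control 2 (0.46), MSC 1 (0.45) or MSC 3 (0.45) or with repeated quantile normalization (0.48), and GCLM was at 0.39 and passed only without control 3 (0.61), and was at 0.25 without control 2 or MSC 1. The values of GCLC and GCLM in the study's own table were known before the list was fixed, so they are not independent evidence. Of the cell death and p53 targets 16 of 23 were positive (median 0.15, adjusted p = 0.0227, and adjusted p = 0.623 with an estimated correlation), with CDKN1A past the threshold except without control 2 (0.50) or MSC 3 (0.38). The junction list did not pass without control 2 (adjusted p = 0.0988) or without clusters of low signal (adjusted p = 0.0584), nor the NRF2 list without control 2 (adjusted p = 0.466) or MSC 3 (adjusted p = 0.0700). The p53 list did not pass without control 1, control 2 or MSC 3 (adjusted p = 0.0937, 0.0814 and 0.0706), with array weights (adjusted p = 0.0690), with repeated quantile normalization (adjusted p = 0.0704) or without clusters of low signal (adjusted p = 0.167). Above the background level were 13 of 22 junction, 18 of 22 NRF2 and 11 of 23 p53 list members. Over the alternatives the adjusted p of the junction list ran from 0.0025 to 0.686.

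**Figure D2:**
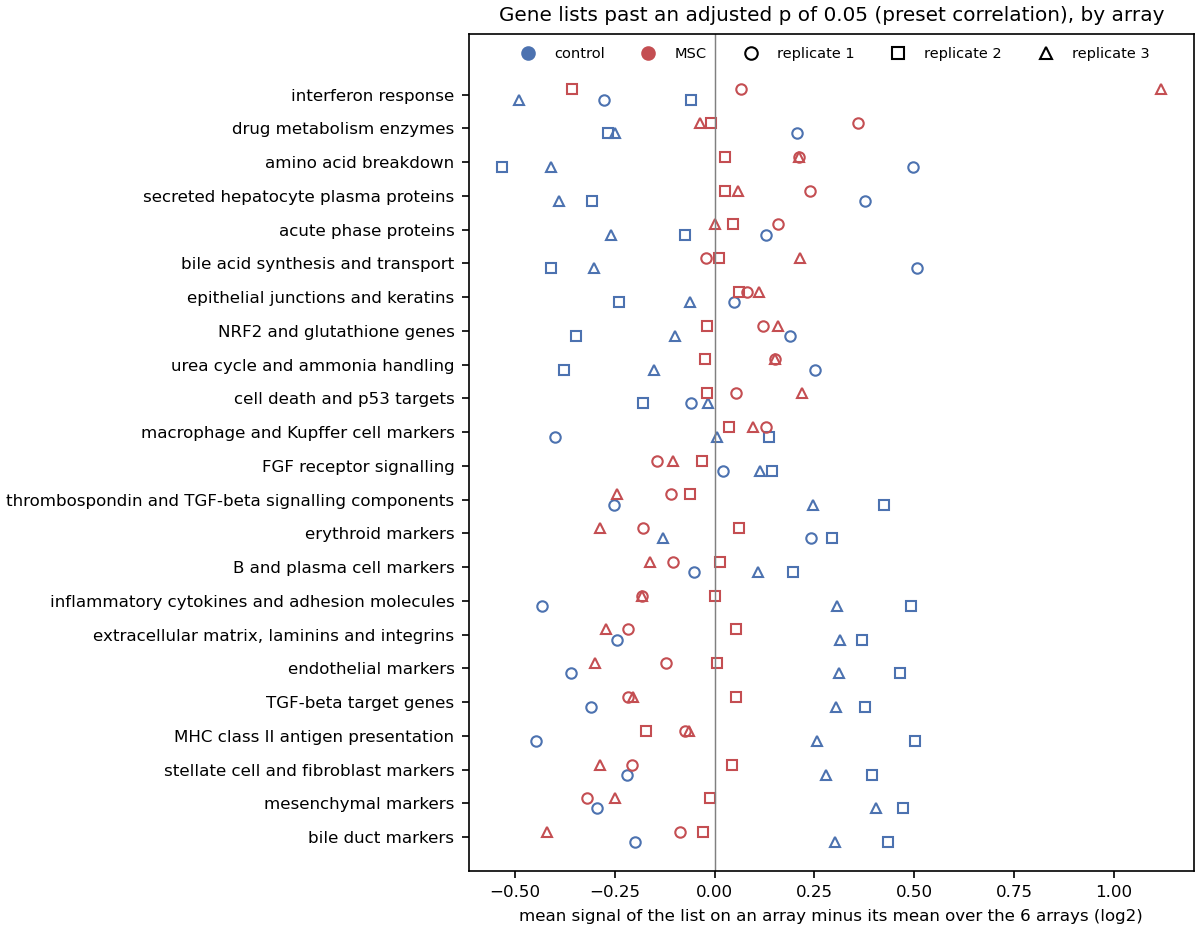
Mean signal of each of the 23 lists past an adjusted p under 0.05 with the preset correlation, on each array, minus the list's mean over the 6 arrays (log2), control in blue and MSC in red, with circle, square and triangle for replicates 1, 2 and 3. For the amino acid list control 1 (8.82) lies above the MSC arrays, and for the interferon list MSC 3 (9.70) lies apart from the other 5 arrays.

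For 18 lists the test did not pass, and the directions given for them are not calls. The platelet markers tended lower with an adjusted p = 0.0501 and passed without control 1 (adjusted p = 0.0198), without MSC 2 (adjusted p = 0.0193) and under several other settings (adjusted p = 0.0261 with array weights), with 1 of their 13 members above the background level. The heat shock genes tended higher with an adjusted p = 0.0792 and passed without control 2 (adjusted p = 0.0228) or MSC 1 (adjusted p = 0.0376) and with a mean-variance trend (adjusted p = 0.0493). The YAP target genes tended lower with an adjusted p = 0.0980 and passed without control 1 (adjusted p = 7.04e-04) or MSC 2 (adjusted p = 0.0493), with array weights (adjusted p = 0.0023) and without clusters of low signal (adjusted p = 0.0152). Cell cycle and DNA replication genes tended higher with an adjusted p = 0.118 and passed without control 2, MSC 2 or MSC 3 (adjusted p = 0.0086, 0.0406 and 0.0136), and the direction turned lower without control 1 (adjusted p = 0.939) or MSC 1 (adjusted p = 0.718). Gluconeogenesis and glycogen genes tended higher with an adjusted p = 0.141 and passed without control 1 (adjusted p = 2.65e-05) and with array weights (adjusted p = 0.0037). Pattern recognition receptors tended higher with an adjusted p = 0.141, passed without control 2 (adjusted p = 0.0028) or MSC 2 (adjusted p = 0.0406) and turned lower without control 1 (adjusted p = 0.494). The unfolded protein response and amino acid stress list tended higher with an adjusted p = 0.155 and passed without control 3 (adjusted p = 0.0429) or MSC 3 (adjusted p = 0.0031). Coagulation and fibrinolysis factors tended higher with an adjusted p = 0.168 and passed without control 1 (adjusted p = 0.0223) and with array weights (adjusted p = 0.0475). The prekallikrein gene KLKB1, with a control mean below the background level, rose by 0.71, except without control 2 (0.54) or MSC 3 (0.47). Over the alternatives the adjusted p of the heat shock list ran from 0.0228 to 0.939.

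The remaining lists lay further from the threshold. Mesenchymal stromal cell markers tended lower with an adjusted p = 0.190. CXCL12 and the aminopeptidase ANPEP (0.84), which rose without each array in turn as well, passed when adjusted over the list alone (adjusted p = 0.0065 and 0.0324), and 7 of the 13 members stand in another list. Neutrophil markers tended lower with an adjusted p = 0.205 and had 0 of 12 above the background level. Fatty acid synthesis genes tended higher with an adjusted p = 0.237, and in this list the lipogenic transcription factor MLXIPL rose by 0.92 and the desaturase FADS2 fell by 0.70, both also without each array in turn, with the control mean of MLXIPL and the MSC mean of FADS2 below the background level. Cholesterol synthesis and uptake tended lower with an adjusted p = 0.318, passed without control 2 (adjusted p = 0.0020) or MSC 1 (adjusted p = 0.0215) and turned higher without control 1 (adjusted p = 0.375). T and NK cell markers tended higher with an adjusted p = 0.402, passed without control 2 (adjusted p = 0.0020) and turned lower without control 1 (adjusted p = 0.356). Hypoxia and glycolysis genes (adjusted p = 0.518), immediate early and regeneration priming genes (adjusted p = 0.553) and heparan sulfate proteoglycans and enzymes (adjusted p = 0.584) did not pass with any array left out. The immediate early list turned from lower to higher without control 2 (adjusted p = 0.938) or MSC 3 (adjusted p = 0.722), and the heparan sulfate list from higher to lower without control 2 (adjusted p = 0.983). In the heparan sulfate list the glypican GPC4, below the background level in both groups, rose by 0.61, except without control 2 (0.46) or MSC 3 (0.49). Fatty acid oxidation and PPAR targets had an adjusted p = 0.979, a median of 0.08 and a mean of -0.02, and passed without control 1 (adjusted p = 8.07e-04) and with array weights (adjusted p = 0.0177), and turned lower without control 2, control 3 or MSC 1 (adjusted p = 0.261, 0.110 and 0.457). The fatty acid binding protein FABP1 rose by 1.02 and passed without each array in turn, at 0.63 without control 2. Ribosomal proteins had an adjusted p = 0.979 and did not pass with any array left out, with the sign turned without control 2 (adjusted p = 0.876) or MSC 2 (adjusted p = 0.887). Over the alternatives the adjusted p of the fatty acid oxidation list ran from 8.07e-04 to 0.988.

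The annotation also names short RNA classes, a grouping chosen after the values were seen. Of 299 clusters annotated as small nucleolar RNA, which guide chemical changes of other RNAs in the nucleolus, 56 fell (18.7%) and 0 rose, with differences from -0.50 to -1.96. With repeated values counted once the 56 are 49 and the 299 are 270, and 35 of the 56 lay above the background level. Of the 5123 clusters annotated as protein coding 50 fell (1.0%) and 78 rose. Among the 86 small nucleolar RNA clusters above the background level the median difference was -0.45 and 83 were negative. Their median signal was 9.82 ± 0.14 in control and 9.33 ± 0.25 in MSC (n = 3 arrays per group). Of 610 clusters annotated as small nuclear RNA 51 fell and 9 rose. Above the background level were 9 of the 610, and 6 of these fell, with a median difference of -0.57.

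**Figure D3:**
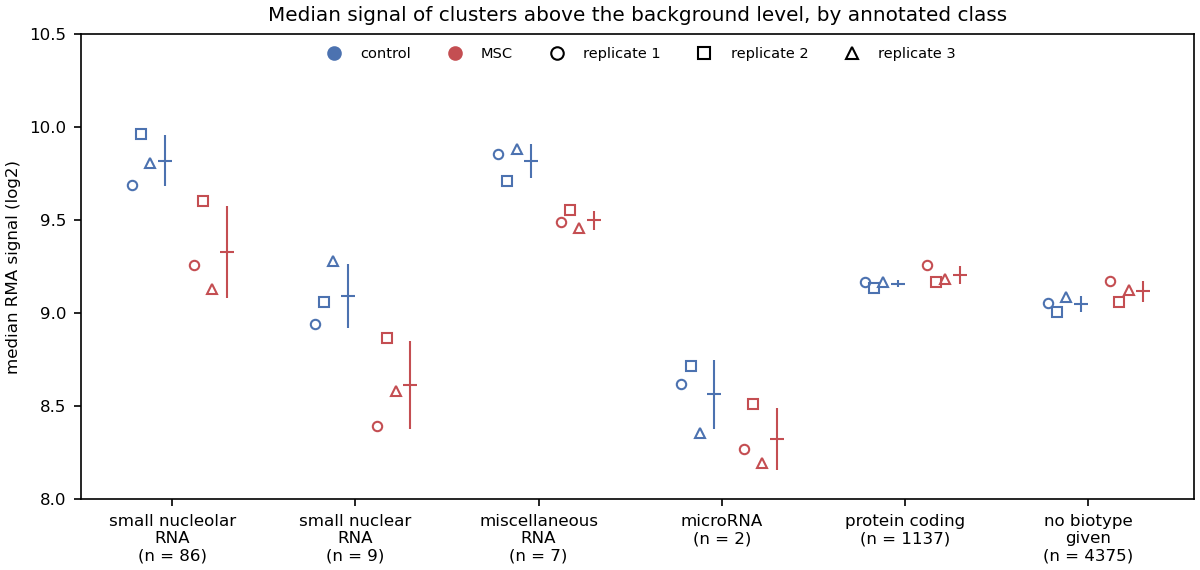
Median signal (log2) of the clusters above the background level on each array, by annotated class, control in blue and MSC in red, with circle, square and triangle for replicates 1, 2 and 3; the horizontal mark is the mean and the bar the SD of the 3 arrays. Small nucleolar RNA lies at 9.82 ± 0.14 in control and 9.33 ± 0.25 in MSC, and protein coding clusters at 9.16 ± 0.02 and 9.20 ± 0.05.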

Values the study reported

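At P < 0.05 and an absolute log2 fold change of at least 0.5 the study reported 469 differentially expressed genes in the liver and 679 in the lung, out of 17,299 measured genes. By PCR in the liver, THBS1 and CD36 mRNA were reported to be about 15- and 10-fold higher after the resection than after a sham operation, and both were lower by 50% in animals given the cells. THBS1 in plasma was reported to be 1.5-fold higher in control animals than in treated ones.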

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

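The comparison of the probe sets left out of the main tests was chosen after those probe sets had been seen in the table. The median signal of the 453 exon probe sets that the array design sets aside for normalization was higher on every MSC array than on every control array, 9.77 ± 0.03 in MSC against 9.67 ± 0.07 in control (log2, mean ± SD), a difference of 0.10. By an exact permutation test (two-sided) p = 0.10, the smallest that 3 arrays against 3 allow. It was 1 of 8 categories of probe sets left out, and in the other 7 the groups overlapped. The lowest MSC array was at 9.75 and the highest control array at 9.71, and no explanation was tested.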

How the results depend on the processing

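The alternatives chosen after seeing the data are those with clusters of category main only, with repeated values counted once and without small nucleolar and small nuclear RNA. They gave 569, 668 and 569 clusters past the study's threshold against 692, and the mean-variance trend, the robust prior, repeated quantile normalization and median centring gave 693, 690, 639 and 689. The count became 1565 with array weights (648 of them shared with the 692), 398 without clusters of low signal, 266 when the fit was repeated on 1 cluster per gene alone (all among the 268 such clusters that pass in the fit of all clusters), 78 with a difference of more than 2-fold, 268 with the equal-variance test and 1662 with no limit on the difference. The fold limit and fewer tested clusters lower the count by construction. Leaving out 1 array in turn gave 445 (without control 2) to 2215 (without control 1), and 1240 without MSC 2. The share of higher clusters was 45.4%, and 55.7% with median centring.

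After Benjamini-Hochberg adjustment limma called 0 clusters (1662 at an unadjusted p under 0.05; 0 also by the methods' t-test), and 0 to 1 with 1 array left out. The methods' t-test with its fold limit called 32 clusters and 20 to 144 with 1 array left out. It called 24 with unequal variances and 22 without clusters of low signal. Of the 21 study genes 2 passed, 5 with array weights, 3 with median centring and 0 to 9 with 1 array left out. Lists past adjustment numbered 23, 0 with an estimated correlation, 0 by fry, 20 on ranks, 16 without clusters of low signal and 8 to 25 with 1 array left out. The macrophage list was lower without control 1 (adjusted p = 0.494), and with 1 array left out its adjusted p ran from 0.0017 to 0.494. Array weights gave control 1 the lowest weight, 0.447, and the other arrays 0.809 (MSC 2) to 1.558 (control 3). They thus lower the part of control 1, as leaving it out does, and are not a separate check. For the set tests and single arrays the cause was not tested.

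With the replicate number as a block 834 clusters, 0 after adjustment, 23 lists (the macrophage list lost, the platelet list gained) and 3 study genes passed, THBS1 among the latter. After removing group means the block numbers do not pair the arrays (correlations of -0.02, 0.25 and -0.08 between arrays of the same number).

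For the 24 genes with the largest changes, 294 of 306 checks kept direction and side of the threshold and 12 lost the call. For the study genes 233 of 272 checks did so, 6 lost and 16 gained the call, and 17 changed sign without passing. For the lists 560 of 735 did so, 118 lost and 32 gained the call, 1 reversed and 24 changed sign without passing. Values from the workbook deposited with the arrays were not run, since its columns do not map to samples. The background level limits the reading of the low clusters, as 22.2% of the tested clusters lie above it. Control 1 and MSC 3 were once left out together, and this was dropped because it picks arrays by their outcome.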

Other observations

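The tests of the small nucleolar RNA clusters and of control 1, with the split count of the former, were chosen after the results were seen, and the test on 9 marker lists and its split into a test on 4 were revised after their values were seen.

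Small nucleolar RNA clusters were lower in MSC, with a median difference of -0.45 (bootstrap interval -0.55 to -0.38) over the 86 above the background level. Signal from introns of unspliced host transcripts stays open. The 98 detected intron control probe sets had a median of -0.11 (-0.16 to -0.08), above -0.23, the bound set for that explanation. These probe sets belong to the array's normalization genes, so they do not measure the host transcripts and cannot exclude it. A loss of short RNA in the MSC samples may contribute and stays open. By the methods the liver RNA was purified on spin columns, and their recovery of short RNA is not given in the sources used here. The 18 other detected short RNA clusters had a median of -0.38 (-0.57 to -0.22), below that bound, with an interval that spans it. By class the medians were -0.57 for 9 small nuclear, -0.30 for 7 miscellaneous and -0.24 for 2 microRNA clusters, against 0.07 for protein coding clusters. Lower signal was thus not particular to small nucleolar RNA. Of all 299 clusters of this class 56 were past the study's threshold in one direction in the real split of the arrays, 1 of the 10 splits, and at most 48 in the others, and 10 splits are too few for a share under 0.05. An effect of the cells on these RNAs is the untested biological explanation.

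Control 1 correlated at 0.976 and 0.980 with control 2 and 3 over the clusters and at 0.985 to 0.987 with the MSC arrays, against 0.990 between control 2 and 3. Control 3 correlated at 0.986, 0.988 and 0.981 with MSC 1, 2 and 3, so such values were not particular to control 1. On the first principal component of the signals control 1 (-20.65) lay among the MSC arrays (-28.96 to 2.07). On the second it lay at 33.61, apart from every other array (-18.60 to 7.80). A mislabelled sample might explain the nearness of control 1 to the MSC arrays and cannot be told apart. Over 78 small nucleolar RNA clusters called without control 1 its median position was 0.51 (quartiles 0.30 to 0.76). The scale runs from 0 at control 2 and 3 to 1 at the MSC arrays, and over 2137 other clusters the position was 1.02. All these clusters were picked for a difference between the arrays at both ends of the scale. Such picking alone moves a left-out array away from 0, so the positions cannot decide. A lower share of endothelial, stellate, macrophage and bile duct cells in this sample stays open: their medians in control 1 minus control 2 and 3 were -0.69, -0.62, -0.63 and -0.65, and the permutation p = 0.998 for their range decides nothing, because these 4 lists were picked after their medians were seen. The bootstrap intervals of the stellate (-1.18 to 0.12) and bile duct (-1.11 to 0.35) medians spanned 0, and those of the endothelial and macrophage medians did not. A lower share of all cells other than hepatocytes stays open, with permutation p = 0.0671 for the range of 0.98 over 9 lists, although the erythroid median of 0.29 (-0.05 to 0.71) and the endothelial interval (-1.12 to -0.42) do not overlap and 2 of the 12 erythroid markers lie above the background level. Composition of the tissue piece or the state of the animal is untested.

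The 692 clusters past the study's threshold compare with a highest other count of 1891, and 3 of the 10 splits gave as many as the real one; the 32 clusters of the methods' t-test compare with 162 (2 of 10 splits) and the 23 lists with 27 (4 of 10). After Benjamini-Hochberg adjustment all 10 splits gave 0 clusters, with 1662 at an unadjusted p under 0.05 in the real one by limma and 0 adjusted by the methods' t-test. The splits are too few for a share under 0.05. The count of 1891 came from control 1, MSC 1 and MSC 3 against the other arrays, and it points to a structure of the samples that the groups do not follow.

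At the study's own threshold 268 genes passed here with 1 cluster each (158 higher, 110 lower) out of 10248, and 692 clusters. The gene count is lower than the one the study reported, which rested on another probe annotation and more measured genes, and the cluster count is higher.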
